A study of Drosophila melanogaster with 28 samples. Its data were reported in "Histone variant H2A.Z regulates zygotic genome activation" (2021).

How the data were processed

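The series holds 28 samples in 14 groups of 2 replicates, all from Drosophila melanogaster embryos: ChIP-seq of H2A.Z, of the RNA polymerase II (Pol II) subunit Rpb3, of H3K4me3 and of H3K36me3, and matching inputs. Embryos were collected at stage 5, when zygotic genome activation (ZGA) takes place, or before ZGA (nuclear cycles 9 to 13). Ctrl embryos carried a control genotype and DomKD embryos came from mothers whose germline was depleted of Domino by RNAi. The 4 Rpb3 ChIP libraries of stage 5 embryos (Ctrl replicates 1 and 2, DomKD replicates 1 and 2) were analysed. The other 24 samples were not analysed here, so that no input was subtracted and H2A.Z occupancy was not measured. Samples were assigned to groups from their titles.

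The deposited table gives raw read counts per annotated transcript. To make these counts the authors trimmed the reads, mapped them to dm6 with the snakePipes workflows, removed duplicates, kept properly paired reads, and counted reads over each whole transcript span with featureCounts against an Ensembl annotation. Strand was ignored and a read was added to every transcript it overlapped, so that isoforms, nested genes and antisense genes share reads. The length column that the authors deposited is the transcript span with introns. Counts over the whole span mix promoter-proximal and elongating Pol II, and they include background reads in proportion to span length. Of 34793 transcripts, 34516 were matched by identifier to the BDGP6 annotation used here, which has dm6 coordinates, and 34413 of these had the same span length. The 277 unmatched transcripts entered the transcript test but not the gene test. All per-sample columns of the table were used.

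Transcripts of at least 125 nt with more than 10 reads summed over the 4 libraries were tested, as in the study's methods. Differential occupancy was tested with the likelihood ratio test of edgeR 4.0.16 (R 4.3.3), with trimmed mean of M values (TMM) factors, no replicate block, and Benjamini-Hochberg adjustment at 0.05. The study took its scaling factors from its own list of Zelda targets; that list was not used here. TMM factors on a fixed list of early zygotic genes served as an alternative. For the gene test the transcript with the highest mean count was taken for each gene. Among the tested genes, 7933 overlapped another gene and 357 had the same span and counts as another gene. The TMM factors of the gene test were 1.02 and 1.01 for the Ctrl libraries and 0.895 and 1.09 for the DomKD libraries. Counts per gene were scaled to CPM (counts divided by the TMM-scaled library total), and log2 fold changes are DomKD over Ctrl with model standard errors (SE). SD values are over 2 libraries and say little about the spread in a population.

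Read density is the count per kb of span in CPM without TMM factors. The background density of a library was the mode of its log2 density over genes with a span above 2000 nt (kernel bandwidth 0.1). A gene was called occupied when its mean density was at least 2 times the mean background density of the 4 libraries. The estimated signal share is the part of the reads in genes that is left after background over all gene spans is taken off.

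The 6 gene sets, the tests, the rule for naming genes and the alternatives not listed as added were fixed before the data were examined. The early zygotic list had 65 segmentation, dorsoventral, cellularisation and other patterning genes, of which 62 were matched by symbol and tested. The housekeeping list had mitochondrial ribosomal, proteasome, aminoacyl-tRNA synthetase, translation initiation factor and NADH dehydrogenase subunit genes, and cytoplasmic ribosomal protein genes formed their own list. Both were selected by symbol pattern, which can include members used in few tissues. The dispersed-promoter set had a DRE, Ohler1, Ohler6 or Ohler7 motif between -100 and 50 nt of the annotated start. The focused-promoter set had a TATA (-40 to -20), Inr (-10 to 10), DPE (15 to 40) or MTE (10 to 40) motif and no dispersed-promoter motif. The TAGteam motif, the binding site of Zelda, was searched from -300 to 100 nt. Motifs were exact matches to a consensus, and annotated starts need not be the starts used in the embryo. Each set was compared with the other tested genes by camera of limma 3.58.1 with a preset inter-gene correlation of 0.01, and beside it by camera with an estimated correlation. Fry tested whether a set itself changed after TMM scaling, without a comparison with other genes. Each set's median was also placed among 10000 random lists of the same size, drawn from genes outside the set within 50 bins of mean density.

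The genes named individually followed this rule: dom and His2Av; the 5 largest falls and the 5 largest rises among genes with an adjusted p under 0.05, a mean of at least 100 counts and both DomKD libraries on the same side of both Ctrl libraries; and the 2 genes with the highest mean count on each list. Tested genes within 1000 nt of a named fall or rise, and any other gene named, were chosen after their values were seen. Alternatives were other scalings, the quasi-likelihood test of edgeR, DESeq2 1.42.0, other filters, other thresholds, another transcript per gene, a replicate block, and leaving out each library in turn. After the data were examined, a crossed block, the occupied genes alone, genes overlapping no other gene, and background-subtracted densities (with a floor at 0.5 times the mean background) were added.

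For the closing tests, chemosensory receptor genes, a first zygotic wave list and a list of segment polarity or neural genes were selected by symbol after the counts had been opened. Pairs of random lists were matched on density as above, and neighbouring genes were taken within 1000 nt. Plots were drawn with matplotlib 3.10.9 in Python.

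The tests were checked on simulated data. With 200 of 16513 genes changed 2-fold, the likelihood ratio test recovered 172 genes with 9 false calls, and the quasi-likelihood test recovered 168 with 7 false calls. A shift of -0.5 (log2) simulated in 227 genes was recovered as a median difference of -0.49. The 200 changed genes had a mean of at least 100 counts, with as many rises as falls. Genes were drawn independently and all libraries had the same enrichment. The simulation therefore does not give the false calls to expect in the data, where DomKD replicate 2 had a lower enrichment.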

Results

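Pol II occupancy was measured by ChIP-seq of Rpb3, a core subunit of Pol II, in stage 5 Drosophila embryos with a normal (Ctrl) or an RNAi-depleted (DomKD) maternal supply of Domino. Domino is the ATPase that places the histone variant H2A.Z at promoters. The comparison asks whether genes lose Pol II at ZGA when Domino is missing, and whether housekeeping genes are affected more than genes driven by the pioneer factor Zelda. There were 2 libraries per group. The counts over all transcripts summed to 40708710 and 28224617 in Ctrl replicates 1 and 2, and to 36692143 and 31739574 in DomKD replicates 1 and 2, in which reads are added to every transcript they overlap. With 1 transcript per gene the sums were 12022604, 8326382, 10414859 and 9244925.

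The Ctrl libraries were closer to each other than the DomKD libraries were. Across genes, the log2 CPM of the Ctrl pair had a Pearson correlation of 0.989 and a median absolute difference of 0.13, against 0.976 and 0.33 for the DomKD pair. DomKD replicate 1 was about as close to Ctrl replicate 1 (0.978 and 0.28) and Ctrl replicate 2 (0.975 and 0.31) as to DomKD replicate 2. The difference within the DomKD pair was thus about as large as that between DomKD replicate 1 and Ctrl. DomKD replicate 2 was farther from Ctrl replicates 1 (0.959 and 0.45) and 2 (0.952 and 0.51). Genes are not independent replicates, and these values describe the libraries. The chi-square statistic per degree of freedom was 2.23 for the Ctrl pair and 27.5 for the DomKD pair, so neither pair agreed within sampling noise and all libraries were kept as separate replicates. The background density was 4.64 and 4.22 CPM per kb in the Ctrl libraries, 4.40 in DomKD replicate 1 and 7.02 in DomKD replicate 2. The estimated signal share was 53.3% and 57.5% in Ctrl, 55.7% in DomKD replicate 1 and 29.3% in DomKD replicate 2. DomKD replicate 2 thus had a lower enrichment over background than the other 3 libraries.

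The targeted gene dom (FBgn0020306; dm6 2R, 21323430 to 21341847, plus strand) had 617 and 664 CPM in the Ctrl libraries and 599 and 371 CPM in the DomKD libraries. Its mean was 640.5 ± 32.8 CPM in Ctrl and 485 ± 161 CPM in DomKD (SD, n = 2). The log2 fold change of -0.40 (SE 0.26) did not pass the threshold, with an edgeR adjusted p of 0.267. The RNAi acts on the maternal transcript, so that Pol II at the zygotic gene is no direct measure of the knockdown. The span also overlaps 16 other genes. His2Av, the gene of H2A.Z (FBgn0001197; 3R, 26866929 to 26869220, plus strand), had 96.7 ± 3.80 CPM in Ctrl and 75.8 ± 12.8 CPM in DomKD (SD, n = 2). Its log2 fold change of -0.35 (SE 0.22) had an adjusted p of 0.250.

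Among 33659 transcripts tested, 5498 changed at an adjusted p under 0.05 in the edgeR likelihood ratio test, 4562 lower and 936 higher in DomKD. A further requirement of an absolute log2 fold change of at least 1 moved this count most, to 736. At the gene level, 2498 of 16513 genes changed (15.1%). Of these, 2092 were lower and 406 were higher, and 348 and 101 of them changed at least 2-fold. The median over all genes was 0.07 and the biological coefficient of variation was 0.151.

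The split between lower and higher calls depended on the scaling. With library size only, 2474 genes were lower and 145 higher, and 132 of the latter were among the 406. With TMM factors on the early zygotic list, 3227 genes were lower and 6 higher. That scaling moved the median of all genes by -0.29 (log2), to -0.22. At the transcript level these scalings gave 5211 lower and 209 higher, and 7119 lower and 14 higher. DESeq2 called 1106 genes lower and 49 higher. The counts have no absolute scale, and changes are therefore given relative to other genes in the following.

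**Figure D1:**
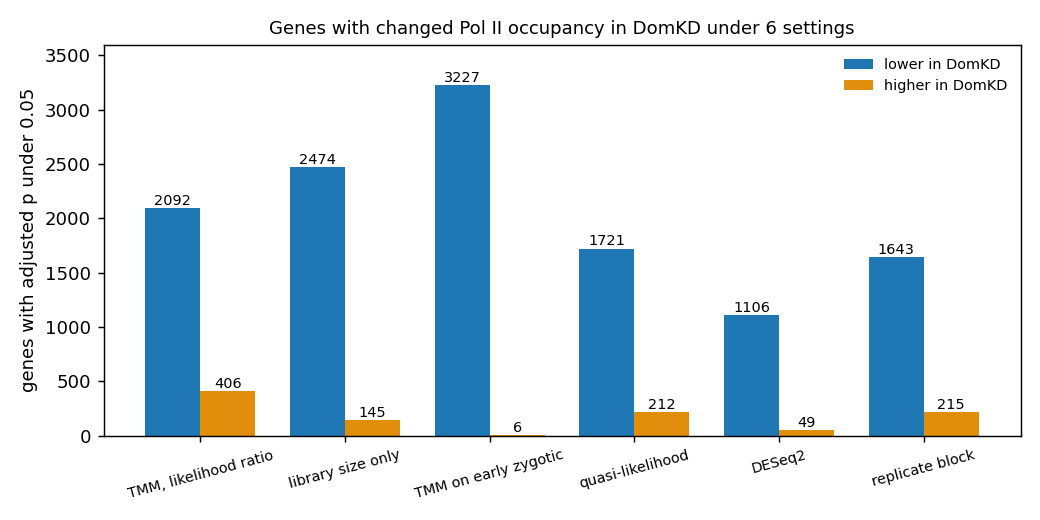
Number of genes with an adjusted p under 0.05 (y axis) that were lower (blue) or higher (orange) in DomKD than in Ctrl under 6 settings (x axis), with 2 libraries per group. Lower calls outnumber higher calls in each setting shown, from 1106 against 49 with DESeq2 to 3227 against 6 with scaling on early zygotic genes.

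Changes depended on occupancy. Of the tested genes, 5975 (36.2%) were occupied, and these included 1830 of the 2092 lower calls (87.5%). In contrast, 350 of the 406 higher calls (86.2%) were at genes that were not occupied. Genes with a density of 2 to 4 times background had a median of -0.30 in DomKD replicate 1 and -0.58 in DomKD replicate 2, relative to the Ctrl mean. For the 819 genes at 8 times background or more, the libraries went apart, with 0.31 in replicate 1 and -0.35 in replicate 2. Genes below 0.75 times background had 0.18 and 0.53. The corresponding differences between the Ctrl libraries were between -0.07 and 0.06. When the 5975 occupied genes were scaled and tested on their own, 1195 were lower and 1288 higher, so that the direction of the calls at occupied genes also rested on the genes used for scaling.

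**Figure D2:**
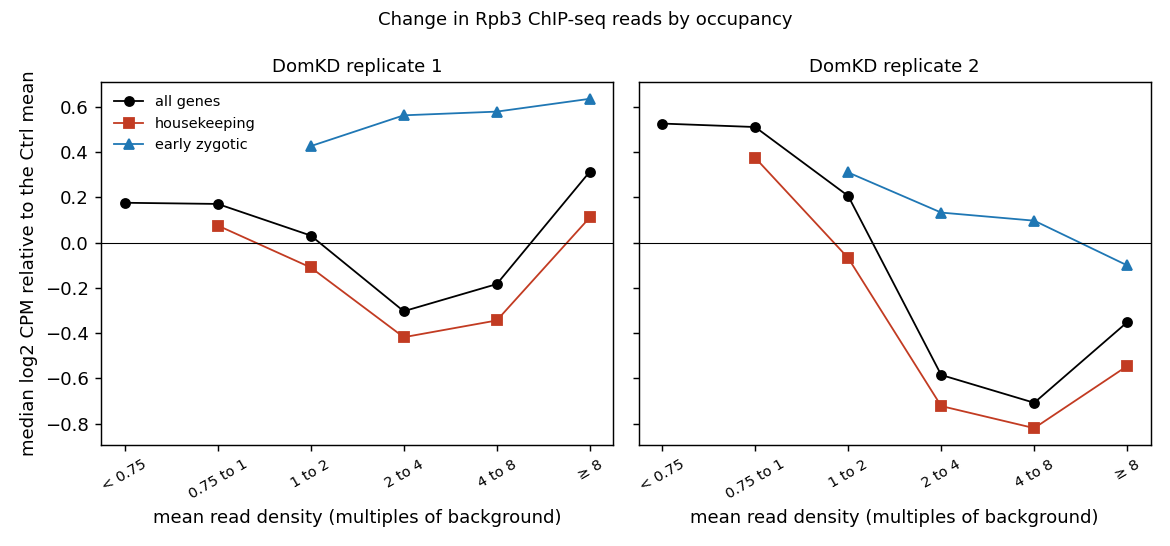
Median log2 CPM relative to the mean of the Ctrl libraries (y axis) against the mean read density in multiples of background (x axis) for DomKD replicate 1 (left) and replicate 2 (right). Points are medians over all genes (black), housekeeping genes (red) and early zygotic genes (blue), where a bin holds at least 5 genes of the list, and housekeeping genes lie below early zygotic genes in each bin that holds both.

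The 5 genes with the largest falls were CG42846, Sem1, CG14949, CG34453 and CG34454. CG42846 (3L, 230971 to 231604, minus strand) went from 64.1 ± 5.92 to 16.0 ± 6.78 CPM (SD, n = 2), a log2 fold change of -2.00 (SE 0.24, adjusted p 2.02e-12). Sem1 (2L, 7063986 to 7064467, plus strand) had -1.84 (SE 0.215, adjusted p 1.56e-13). It overlaps Nuf2 (2L, 7064431 to 7065837, minus strand), which had -1.18. Mnn1 (2L, 7056301 to 7063586, plus strand), upstream of Sem1, was not occupied and had -0.28, which did not pass (adjusted p 0.357). CG14949 (3L, 2642184 to 2643424, minus strand) had -1.78 and lies beside MEP-1 (3L, 2631715 to 2641984, plus strand), which had -1.19 and has the same span and counts as CG42245. CG34453 (3L, 232480 to 233351, minus strand) had -1.72 and CG34454 (3L, 231681 to 232350, minus strand) had -1.67. CG42846, CG34454 and CG34453 are neighbours on 3L and are not independent examples. They are flanked by lncRNA:CR42862 (3L, 224106 to 230964), with -1.50, and E(bx) (3L, 233926 to 246912), with -0.93. These neighbouring genes were chosen after their values were seen. Each of the 5 kept its call under both other scalings, the quasi-likelihood test, DESeq2 and the replicate block.

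The 5 genes with the largest rises were CG17010, lncRNA:CR46008, bru2, CG7213 and Nepl4. CG17010 (2L, 12356441 to 12357906, plus strand) went from 6.49 ± 1.80 to 17.2 ± 2.03 CPM (SD, n = 2), a log2 fold change of 1.43 (SE 0.25, adjusted p 2.08e-06). It lies within bru2 (2L, 12344219 to 12397528, plus strand), which rose by 1.20 (SE 0.23, adjusted p 3.09e-05), and the pair shares reads. lncRNA:CR46008 (3R, 11335551 to 11336307, minus strand) had 1.29 and lies within pros (3R, 11328480 to 11407627, plus strand), whose log2 fold change of 0.48 did not pass (adjusted p 0.199). CG7213 (3L, 8231814 to 8240601, minus strand) had 1.11, at a mean density of 0.498 times background, and its adjusted p was 0.0637 when scaled on early zygotic genes. Nepl4 (2L, 6367882 to 6370190, plus strand) had 1.11 and lies upstream of slam (2L, 6372388 to 6377284, plus strand). Other tested genes within 1000 nt of these did not pass. They were CG43813 and Pkd2 beside bru2, with 0.37 and 0.51, and lncRNA:CR43953 and Dscam4 beside CG7213, with 0.32 and 0.38. CG43813 overlaps bru2 and Dscam4 overlaps CG7213. Of the 5 genes with the largest rises, lncRNA:CR46008 and Nepl4 were occupied.

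Housekeeping genes had less Pol II in DomKD relative to other genes. The 227 genes had a median log2 fold change of -0.44, against 0.08 for the other genes, a difference of -0.52 (camera adjusted p 8.42e-16). The medians were -0.30 and -0.66 in DomKD replicates 1 and 2, relative to a Ctrl spread of 0.02 (SD, n = 2), and 198 genes were below 0. Of the list, 86 genes were called lower and 1 higher, and adjusted over the list alone, 104 were lower and 4 higher. The median was below the 95% range of density-matched random lists, -0.37 to -0.23. Without DomKD replicate 2 the difference from other genes was -0.32, and among occupied genes alone it was -0.15. Under the early zygotic scaling the median was -0.77. The 2 genes of the list with the highest mean counts were eIF4EHP (3R, 24063077 to 24108960, minus strand), with -0.30 (SE 0.24, adjusted p 0.365), and ND-B17.2 (2L, 2579201 to 2580047, minus strand), with 0.29 (SE 0.27, adjusted p 0.441). ND-B17.2 went in opposite directions in the DomKD libraries, at 603 and 316 CPM against 363 and 387 CPM in Ctrl.

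Early zygotic genes moved the other way relative to other genes. The 62 genes had a median of 0.33, a difference of 0.27 (camera adjusted p 1.88e-06), and lay above the 95% range of density-matched random lists, -0.26 to 0.07. The median was 0.27 with library size only. TMM factors on the list itself centre it near 0 by construction (-0.02) and say nothing about its sign. Of the 62 genes, 1 was below 0. Only 1 gene was called higher and 0 were called lower, 7 had an unadjusted p under 0.05, and adjusted over the list alone no gene was called in either direction. The DomKD libraries differed, with medians of 0.61 and 0.03, and without DomKD replicate 1 the difference from other genes was -0.03. Without DomKD replicate 2 it was 0.59. Among occupied genes alone, with all libraries, it was 0.70. slam had 4008 and 2198 CPM in the DomKD libraries against 2456 and 2460 CPM in Ctrl (log2 fold change 0.34, SE 0.28, adjusted p 0.391). opa (3R, 4852813 to 4869979, plus strand) had 3946 and 2074 CPM against 2177 and 2271 CPM (0.44, SE 0.28, adjusted p 0.269).

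The gap between both lists held in each DomKD library. The housekeeping median minus the early zygotic median was -0.91 in DomKD replicate 1 and -0.68 in DomKD replicate 2, both relative to the Ctrl mean, while the Ctrl libraries differed from each other by 0.003 on the same measure. A factor applied to a whole library moves both medians alike, so the scaling has no bearing on this gap.

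The 86 ribosomal protein genes had a median of -0.36, a difference of -0.43 from other genes (camera adjusted p 6.39e-09). Of these, 73 were below 0, 26 were called lower and 0 higher, with 39 at an unadjusted p under 0.05, and adjusted over the list alone, 33 were lower and 1 higher. However, their median lay at percentile 23.3 of the density-matched random lists, whose 95% range was -0.43 to -0.18. DomKD replicate 2 set much of the size, with -0.63 against -0.15 in replicate 1, and the difference was -0.17 without it and -0.69 without replicate 1. Among occupied genes alone the difference was 0.02, and among the 40 genes of the list that overlap no other gene it was -0.64. RpL3 (3R, 11221894 to 11225173, plus strand), which overlaps 5 other genes, had -0.33 (SE 0.24, adjusted p 0.337). The RpL3 value was -0.70 without DomKD replicate 1 and -0.05 without DomKD replicate 2. RpS5a (X, 17143588 to 17148264, minus strand), which overlaps 14, had -0.06 (SE 0.24, adjusted p 0.868).

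**Figure D3:**
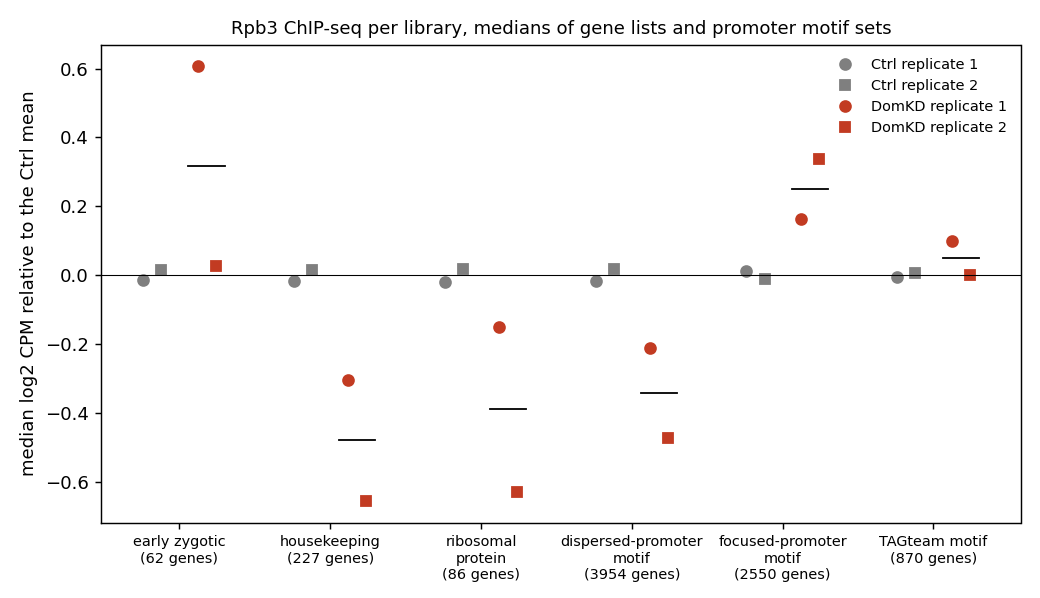
Median log2 CPM relative to the mean of the Ctrl libraries (y axis) of 6 gene sets (x axis) in each library, TMM-scaled. Grey points are the Ctrl libraries, red points the DomKD libraries (circles replicate 1, squares replicate 2) and black lines the mean of the DomKD libraries, and the housekeeping minus early zygotic difference is -0.91 in replicate 1 and -0.68 in replicate 2.

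Next, genes were grouped by promoter motif, since dispersed promoters are typical of housekeeping genes and focused promoters of developmental genes. The 3954 genes with a dispersed-promoter motif had a median of -0.33, a difference of -0.52 from other genes (camera adjusted p 8.25e-18), with -0.21 and -0.47 in DomKD replicates 1 and 2. Of these, 1008 were called lower and 26 higher (1204 and 47 adjusted over the list alone). Random lists matched on density ranged from -0.14 to -0.11. Among occupied genes alone the difference was smaller, at -0.12, and without DomKD replicate 2 it was -0.30 over all genes. The 2550 genes with a focused-promoter motif had a median of 0.28, a difference of 0.27 (camera adjusted p 3.18e-08), with 0.16 and 0.34 in the DomKD libraries. Of these, 91 were called lower and 103 higher (71 and 56 adjusted over the list alone). Their density-matched lists ranged from 0.18 to 0.21, among occupied genes alone the difference was 0.45, and under the early zygotic scaling the median was -0.003, against -0.22 for all genes. The medians of single motifs, against 0.07 for all genes, were -0.37 for DRE, -0.35 for Ohler1, -0.30 for Ohler6 and -0.31 for Ohler7, and 0.25 for TATA, 0.27 for Inr, 0.28 for DPE and 0.10 for MTE, the last over 19 genes. Among occupied genes the dispersed-promoter motifs were closer to the genes without the motif, with -0.48 against -0.37 for DRE, -0.42 against -0.40 for Ohler1, -0.39 against -0.40 for Ohler6 and -0.45 against -0.39 for Ohler7. The occupied genes with a focused-promoter motif had -0.11 for TATA, -0.02 for Inr, 0.03 for DPE and -0.17 for MTE (4 genes), against -0.40, -0.42, -0.40 and -0.40 for the other occupied genes.

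The 870 genes with a TAGteam motif had a median of 0.14, a difference of 0.07 from other genes that did not pass the camera test (adjusted p 0.395). The median nevertheless lay above the 95% range of density-matched random lists, -0.02 to 0.06. Of these, 98 were called lower and 21 higher (96 and 21 adjusted over the list alone). The medians were 0.10 and 0.002 in the DomKD libraries, without DomKD replicate 1 the difference was -0.06, and under the early zygotic scaling the median was -0.17. Among occupied genes alone the difference was 0.28 (camera p 3.57e-06).

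Camera with a preset correlation takes little account of how genes vary together between replicates. None of the 5 set differences that passed did so under camera with an estimated correlation, with adjusted p from 0.474 to 0.584. Fry asks whether the set itself changed, and none of these 5 sets passed it, with adjusted p from 0.187 to 0.436. With 2 libraries per group, the set differences were therefore not separated from the variation between libraries by camera with an estimated correlation. The changes of the sets themselves were not separated from it by fry.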

Values the study reported

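The study reported 7227 promoters active at ZGA, which corresponded to 6249 genes. It found 713 of these promoters to depend on Zelda, and 6514 that did not. Of the latter, 4541 were positive for H2A.Z. In DomKD embryos, the study measured 43–57% less H2A.Z at promoters than in controls, and a mean hatching rate of 23.64% against 92.0% in Ctrl. It reported that 67.6% of genes listed as housekeeping in earlier work were among its H2A.Z-positive genes.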

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

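The counts of changed transcripts and genes stayed within 1.5 times the reported counts under other scalings, the quasi-likelihood test, either filter on low counts, all lengths, and the longest or shortest transcript per gene. DESeq2 gave 2564 transcripts and 1155 genes, an adjusted p under 0.01 gave 2854 and 1215, and an absolute log2 fold change of at least 1 gave 736 and 449. Both thresholds are stricter by construction, and for DESeq2 the cause was not tested. The 8580 genes that overlap no other gene, an alternative chosen after seeing the data, gave 1175 calls, with fewer genes tested. All 1106 genes that DESeq2 called lower were among the 2092. Leaving out a library leaves 1 library in a group, so no calls were counted in those settings.

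With library size only, 94.5% of the changed genes were lower, and with TMM factors on the early zygotic list 99.8%, against 83.7% with TMM. Of the 2092 lower calls, 1962 and 1987 were shared with these scalings. Of the 406 higher calls, 132 and 6 were shared. When occupied genes alone were scaled and tested, an alternative chosen after seeing the data, 1192 of the 2092 lower calls were shared, with 5975 genes tested. Lower calls thus also depended on which genes set the scale.

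The replicate numbers are shared between groups in the sample labels. Deviations of same-numbered libraries from their group means had a correlation of -0.135 across genes. With 2 libraries per group, this value also carries the lower enrichment of DomKD replicate 2, so it cannot decide whether the numbers pair the libraries. With the replicate block, 4221 transcripts and 1858 genes were called, and no set changed its direction or its side of the threshold. With a crossed replicate block, chosen after seeing the data, 7517 transcripts and 3413 genes were called.

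Under the other scalings, the replicate block, the CPM filter and the longest transcript, each gene set kept its direction and its side of the camera threshold. The wider motif window was run for the dispersed-promoter and focused-promoter sets, which also kept both. Camera with an estimated correlation keeps the median differences from other genes and changed the p-values. Fry tests the change of a set itself and not its difference from other genes. The early zygotic, housekeeping, ribosomal protein, dispersed-promoter and focused-promoter sets had fry p of 0.363, 0.0933, 0.198, 0.0844 and 0.0688. Their differences from other genes were 0.27, -0.52, -0.43, -0.52 and 0.27 in this order. Camera with an estimated correlation gave p of 0.487, 0.239, 0.410, 0.158 and 0.136 for these differences. These tests allow for correlation between genes, which is large when DomKD replicate 2 differs from replicate 1 as a whole. Whether that difference was the cause was not tested.

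Some alternatives were chosen after seeing the data. Among occupied genes alone, the ribosomal protein difference reversed to 0.0216 (camera p 0.387), and the TAGteam difference was stronger, 0.28 (p 3.57e-06). With background subtracted they were 0.27 (p 0.0730) and 0.53 (p 1.16e-05). The other sets kept their direction with background subtracted. Their differences were 1.08 for early zygotic genes, -0.17 for housekeeping genes, -0.22 for the dispersed-promoter set and 0.70 for the focused-promoter set. Sparse genes, which rose, are left out of the comparison genes in these settings by construction. The ribosomal protein median also lay inside the range of density-matched lists. Among genes that overlap no other gene, the ribosomal protein difference was instead larger, -0.64 (p 1.38e-12, 40 genes of the list), and the cause was not tested. The early zygotic and focused-promoter differences were smaller there, at 0.18 and 0.20. Those of the housekeeping, dispersed-promoter and TAGteam sets were -0.57, -0.56 and 0.06.

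Across the 4 fits that each left out one library, the difference from other genes ranged from -0.0290 to 0.59 for early zygotic genes, from -0.72 to -0.32 for housekeeping genes, from -0.69 to -0.17 for ribosomal protein genes, from -0.70 to -0.30 for the dispersed-promoter set, from 0.18 to 0.36 for the focused-promoter set and from -0.0571 to 0.0896 for the TAGteam set. Both ends of each range came from leaving out a DomKD library. Early zygotic genes went below 0, to -0.0290, without DomKD replicate 1, so the sign of their difference rested on that library.

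The 18 named genes had 90 values under other scalings, tests and the block, of which 84 kept their direction and their side of the threshold, 3 were stronger, 1 was weaker and 2 reversed. With TMM factors on the early zygotic list, slam had -0.0377 and ND-B17.2 had -0.0851, each short of the threshold. That scaling moved the median of all genes by -0.29, which alone would have left both above 0, and the cause of their larger move was not tested. The same scaling brought dom (adjusted p 0.00996), His2Av (0.0372) and RpL3 (0.0268) past the threshold and took CG7213 (0.0637) below it. Without DomKD replicate 1, slam had -0.16, opa -0.10 and ND-B17.2 -0.25, and without DomKD replicate 2, RpS5a had 0.23.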

Other observations

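The tests of background reads in DomKD replicates 1 and 2, and that of weaker enrichment on the gap between lists, were chosen only after the results were seen. For the simulated calls the genes lowered on purpose, and for the neighbouring genes the limit that decides, were settled after a first run.

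DomKD replicate 2 differed from DomKD replicate 1 in a way that a higher share of background reads may account for. Chemosensory receptor genes, 183 genes chosen by name as genes with no expected transcription at this stage, were denser in replicate 2 than in replicate 1 by 0.62 (log2), while Ctrl replicate 2 differed from Ctrl replicate 1 by -0.12. The 819 most occupied genes went the other way, with -0.70 between the DomKD libraries and 0.06 between the Ctrl libraries. Of the chemosensory genes, 21 were occupied. A lower enrichment and a loss of Pol II from all genes alike in that batch of embryos predict the same values, and no biological explanation was tested.

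Sparsely occupied genes rose in both DomKD libraries after TMM scaling. In DomKD replicate 2 this may come from background reads, since chemosensory receptor genes were denser per library total than in Ctrl by 0.61. After TMM scaling they rose by 0.46, and the 103 of them below background by 0.56, against 0.51 for 4335 other genes below background. DomKD replicate 1 argues against this explanation, because the 183 chemosensory genes differed from Ctrl by -0.00780 per library total there. Their rise of 0.16 there appeared only with the TMM factor of 0.895. The 350 higher calls at unoccupied genes are therefore uncertain as gains of Pol II.

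A weaker enrichment over background in the DomKD libraries, as modelled here, did not account for the number of genes called lower. In 20 simulated draws the Ctrl profile was diluted to each library's own background, with the dispersion of the Ctrl pair. A median of 0 genes was called lower, against 2092 observed, but this test was conservative. Its coefficient of variation was 0.189 against 0.151 in the data, and a median of 86.5 genes was lower at an unadjusted p under 0.05, where chance alone gives 413. The draws were therefore called again with the dispersions estimated from the data, a test chosen after the first was seen. A median of 392.5 genes was then lower at an unadjusted p under 0.05, close to chance and against 3343 in the data, and the highest number called lower in a draw was 0. Of 200 occupied genes lowered in both DomKD libraries by the median fall of the 2092 (-0.76), this test called a median of 179 (167 to 184), whereas the first called 82 (47 to 122), and 181 for 2-fold falls. The model takes background as even along the genome, and the number of observed calls is still tied to the scaling.

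The gap between housekeeping and early zygotic genes was present in both DomKD libraries. Weaker enrichment predicts the opposite direction, since early zygotic genes are more occupied (median density 42.7 against 16.9 CPM per kb) and dilution would lower them more. In DomKD replicate 2, dilution predicted a gap of 0.22, whereas -0.69 was observed on the density scale of this test. After the predicted change was taken off, the gap was -0.91 in replicate 1 and -0.88 in replicate 2. Random list pairs matched on density gave -0.47 to -0.08 and -0.51 to -0.15, which shows that part of the gap comes with occupancy. In residuals of a fit on occupancy, GC content and span length, the gap was -0.69, against -0.19 to 0.09 for random pairs, and all genes of both lists had values for GC content (median 48.9% and 47.8%). Among the genes that overlap no other gene (105 housekeeping and 40 early zygotic), it was -0.73, against -0.46 to -0.06. These values argue against background, GC content, span length and overlapping genes as the whole cause.

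Embryo age within stage 5 stays open for this gap. If DomKD embryos were older or younger, genes of the first zygotic wave (8 genes) and segment polarity or neural genes (8 genes) would move apart. All of these genes are also on the early zygotic list. The first-wave genes had medians of 0.54 and -0.17 in DomKD replicates 1 and 2, and the segment polarity or neural genes had 0.51 and 0.19. The first wave minus the later genes was 0.03 and -0.36, on average -0.17. Random pairs of lists matched on density ranged from -0.05 to 0.94 and from -0.36 to 0.62, with the observed values at percentiles 4.43 and 2.48. Both libraries thus lay low among the random pairs, although the difference itself went in opposite directions from 0. With 8 genes in each list and ranges this wide, a shift in age and the knockdown cannot be told apart. A loss of Pol II at housekeeping genes without Domino, which the design was made to test, also remains among the open explanations. H2A.Z occupancy was not analysed here, so that it could not be related to Pol II gene by gene.

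After TMM scaling, the most occupied genes rose in DomKD replicate 1, which had a background close to Ctrl. Genes at 8 times background or more had a median of 0.31, and 0.29 with the early zygotic and housekeeping genes left out. Those lists held only 33 and 22 of these 819 genes, so the rise was not confined to them. Zygotic or housekeeping genes outside the lists were not left out, so a rise of either kind of gene is not excluded. The TMM factor of 0.895 raised all genes of this library alike, so the size of the rise depends on the scaling. No explanation was tested for the rise, which rests on 1 library.

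Neighbouring genes changed together. In residuals after occupancy, GC content and span length, 673 head-to-head pairs of protein-coding genes within 1000 nt had a correlation of 0.317 across pairs (95% bootstrap range 0.246 to 0.386). A shared divergent promoter would make this higher than for tandem neighbours, but 1625 tandem pairs had 0.349 (0.296 to 0.400), a difference of -0.0320 with a range from -0.12 to 0.06. The 831 tail-to-tail pairs had the highest value, 0.483 (0.420 to 0.543), at a median distance of 94 nt, against 330 nt for head-to-head and 308 nt for tandem pairs. This argues against divergent promoters as the whole cause. Transcription beyond gene ends or local chromatin may contribute, which was not tested, and no biological explanation from the design was tested for it. Reads shared by close neighbours were not excluded either, since strand was ignored and a read was added to every transcript it overlapped. The falling genes CG42846, CG34454 and CG34453 on 3L are an example of such neighbours.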
